A study of Mus musculus with 15 samples. Its data were reported in "The molecular and metabolic program by which white adipocytes adapt to cool physiologic temperatures" (2021).

How the data were processed

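RNA was sequenced from cultured white adipocytes of C57BL/6J mice that had been differentiated from mesenchymal stem cells. Cells spent 0, 1 or 12 days at 31°C before they were harvested. All cells were harvested 16 days after differentiation was begun. The day 12 group was moved to 31°C on day 4, the day 1 group on day 15, and the day 0 group stayed at 37°C throughout. There were 3 groups of 5 libraries, 15 in all, and each library was placed in its group by its label. Groups and replicate numbers came from the labels only.

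The authors aligned reads to the mouse genome build mm10 with TopHat and Bowtie2, and the deposited values used here were raw counts of reads per gene made with HTSeq. Strandedness of the counting was not stated, so genes with over 10% of their exon bases in another gene are named as such beside their values. Smaller overlaps were found for Pnpla3 (6.78%), Dleu2 (6.18%), Ckmt2 (5.65%), Pfkp (5.58%), Ucp2 (4.36%), Ndufb8 (4.26%), Aif1l (4.17%), Rbm3 (2%), Cebpa (1.93%), Wdr78 (1.78%), Atp2a2 (1.36%) and Ckmt1 (0.401%), whose counts could also include reads of the other gene. The authors also deposited regularized log2 values made with DESeq2, and tables of log2 fold change and adjusted p-value from DESeq2 for each time point against day 0. These deposited tables also give the mean scaled count as a signal value per gene and a Wald test score, both made by the authors with DESeq2 and not used in the tests here. The fold changes in the authors' deposited tables were moved toward 0 for genes with few counts. For genes under 1 CPM the slope of the authors' log2 values on those computed here was 0.701 at day 1 and 0.681 at day 12, against 0.994 and 0.991 for genes at 10 CPM or more. The lowest correlation across genes between a library's deposited log2 value and its log2 CPM was 0.9984 over 12132 genes.

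The count table held 18804 genes. The total count per library ranged from 64648178 to 133270973, with means of 105 M, 86.1 M and 78.7 M counts (M, mega) at days 0, 1 and 12. A count of 0 allows a level of up to 0.0225 CPM in the deepest library and up to 0.0464 CPM in the shallowest one, which covers counting error only. Genes with too few counts for the groups were removed with filterByExpr of edgeR, at a minimum count of 10, and 14293 genes were tested. Libraries were scaled by TMM, whose factors ranged from 0.9459 to 1.094. Expression levels are given as CPM, the count scaled to a common library size with these factors.

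The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with all 15 libraries in one fit and no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds the authors used. Standard errors of the log2 fold changes were taken as the size of the fold change over the square root of the test's F value. Gene lists were tested with camera of limma 3.58.1, at an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, with adjustment over 20 lists and both comparisons with day 0. The lists covered adipocyte genes named by the study, brown and beige markers, creatine and calcium cycling, mitochondrial biogenesis regulators, nuclear OXPHOS subunits, mitochondrial fatty acid oxidation, peroxisome, lipogenesis, adrenergic receptors and lipolysis, glycolysis, pentose phosphate pathway, cell cycle, MYC targets, interferon response, hypoxia response, extracellular matrix, heat shock proteins, serine and one-carbon metabolism, cholesterol synthesis and glutathione metabolism. The difference of day 12 and day 1 was tested for each list too, with its own adjustment over the 20 lists. Cytosolic and mitochondrial ribosomal protein genes were not analysed here. The tests of the 3 comparisons and of the lists, the lists named here, the marker lists used in the closing observations except that of mesothelial markers, the alternatives except the centred length and GC trend, and the rule for naming genes were written before the data were examined. The tests of explanations in the closing observations were written later. Several of the lists drew on the study's text, which reports results from these same libraries.

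The genes named were 46 genes fixed beforehand. Most are genes or proteins that the study names, and others, such as Cirbp, Rbm3, Adrb1, Phgdh, Psat1, Hk2 and Pfkp, are not named in its text and were chosen for this work. To these were added, for each comparison with day 0, the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 1 CPM and no overlap between the 5 values of each group. The 3 genes with the largest opposite changes at both days, by the smaller of their 2 log2 fold changes, were added too. Results of single genes that are withheld are not reported here, though counts over the 46 genes include them. Coordinates came from the GENCODE annotation of GRCm38, which is the same build as mm10.

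The fit was tested on simulated data in which 200 of the genes were changed by known amounts. Of the 200, 195 were among the 14041 genes tested and 190 (95%) were recovered, with 0 false calls. Camera found a planted list in 2 of 2 tests and called 0 of the unchanged lists. Both tests were of the same list, in comparisons that share the day 12 libraries. Counts were drawn independently for each gene, so this check cannot show false calls from correlated genes in a list. The alternatives covered other scalings (median of ratios, total counts, and the reference genes Hprt, Tbp and Ppia), other filters on low counts, DESeq2 1.42.0, limma-voom, the 2 groups of a comparison alone, the series of the library number in the labels (11 libraries in the larger series and 4 in the other) as a covariate or as a filter, the replicate number as a block, other thresholds, and leaving out each library in turn.

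Replicates were compared before they were averaged. Over the 30 pairs of libraries of one group, the chi-square per gene ranged from 5.70 to 24.8, so no pair agreed within sampling noise and each library was counted once. The lowest correlation of log2 CPM within a group was 0.99219. All 15 libraries had Xist counts of at least 34965 and no more than 3 counts of Uty, Ddx3y or Eif2s3y.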

Results

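RNA sequencing was used to measure how gene expression in cultured white adipocytes changes at 31°C, a temperature below that of the body core. The cells were differentiated from mouse mesenchymal stem cells, which are progenitors that can form fat cells. They were harvested after 0, 1 or 12 days at 31°C, with 5 libraries per group. The total count ranged from 92387376 to 133270973 in the day 0 libraries, from 74430465 to 105322757 at day 1, and from 64648178 to 91338649 at day 12. The number of genes with at least 1 count ranged from 15946 to 16747 per library. The 20 most abundant genes took between 19.29% and 20.02% of the counts at day 0, between 19.31% and 19.78% at day 1, and between 15.42% and 15.87% at day 12.

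The 15 libraries separated by group. The first principal component of log2 CPM held 52.2% of the variance and the second held 23%, against 2.55% for the third. The common dispersion of the counts was 0.00276, which is a coefficient of variation of 5.25% between libraries of a group. It was not stated whether the 5 libraries of a group came from separate mice or from separate dishes of 1 cell preparation, so each SD, n and p-value given here refers to libraries and need not cover the spread between mice.

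**Figure D1:**
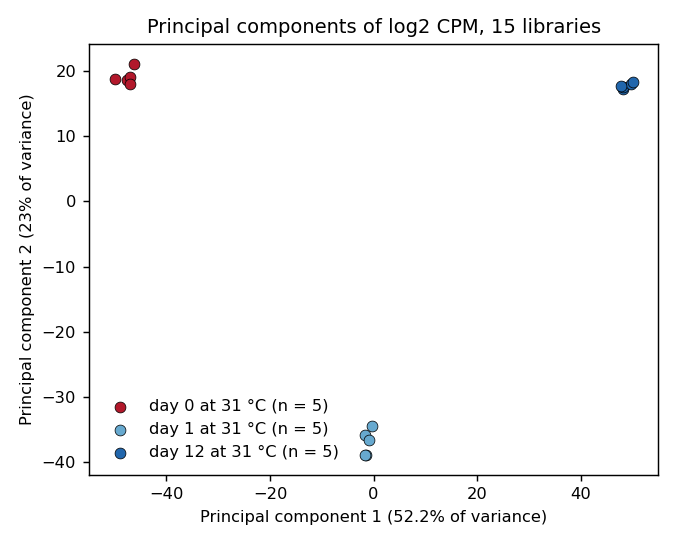
Principal components of log2 CPM for 15 libraries, with the share of variance on each axis and one point per library coloured by days at 31°C. The 5 libraries of each group lie together, and component 1 holds 52.2% of the variance.

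The first question was how many genes respond to the cool temperature. At day 1 against day 0, 1102 genes were higher and 1918 were lower of 14293 tested, with edgeR's quasi-likelihood test, an adjusted p under 0.05 and a fold change over 1.5. At day 12 against day 0, 1852 genes were higher and 2320 were lower. At day 12 against day 1, 1510 were higher and 1219 were lower. Without the fold change limit, the adjusted p alone passed 10226 genes at day 1 and 10950 at day 12. Of the alternatives run, dropping that limit moved the counts of higher and lower genes against day 0 most. The number of genes higher at day 12 against day 1 moved more, as a ratio, with the filter on a mean of at least 10 CPM, to 413. Within the larger series of library numbers, which holds 11 libraries, the counts were 1055 higher and 1859 lower at day 1, and 1832 higher and 2338 lower at day 12. The other 4 libraries were 1 of day 0, 2 of day 1 and 1 of day 12, too few for a test of their own.

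The scaling changed the balance of higher and lower genes. Of the genes called at day 12 against day 0, 55.6% were lower with TMM and 35.9% were lower when only total counts were used, since the median of all genes then stood at 0.21 (log2). With the reference genes, 75.8% of the genes called at day 1 were lower, against 63.5% with TMM, and the median of all genes stood at -0.11. For day 12 against day 1, 44.7% were lower with TMM, 27.3% with total counts and 29% with the reference genes.

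The effects at the time points were then set against each other. Across genes, which are not independent replicates, the log2 fold changes at day 1 and day 12 had a Pearson correlation of 0.646 and a Spearman correlation of 0.654, and 75.5% of the genes had the same sign. Both comparisons use the same day 0 libraries. In 20 simulations with every library drawn from the day 0 means, the Pearson correlation ranged from 0.441 to 0.511 and the same-sign share from 65.5% to 67.1%. Fold changes held only noise there, so these values set no baseline for data in which most genes passed the adjusted p. A total of 1859 genes were called at both days in the same direction, 655 higher and 1204 lower. These were 61.6% of the genes called at day 1. The simulations gave 0 genes called at either day, so they set no level for this overlap. A further 1087 genes were called at day 1 only, and 2239 at day 12 only. Of these, 456 and 1301 were also called at day 12 against day 1, so a call at one time point alone did not by itself show a difference between the time points. Only 74 genes were called in opposite directions, 18 of them higher at day 1 and lower at day 12.

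**Figure D2:**
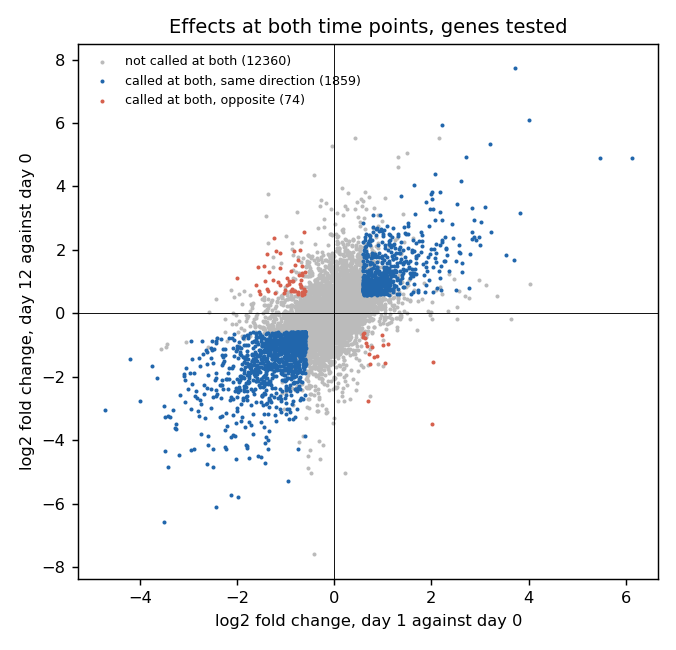
Log2 fold change at day 12 against log2 fold change at day 1, both against day 0, one point per tested gene. The 1859 genes called at both days in one direction are blue and the 74 called in opposite directions are red.

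The cold-inducible genes Cirbp and Rbm3 served as a check of the exposure. Cirbp (chromosome 10, 80165985 to 80172786, GRCm38) rose from 27.4 ± 1.28 CPM (SD, n = 5) at day 0 to 164 ± 3.67 at day 1 and stood at 103 ± 1.35 at day 12. The log2 fold changes were 2.58 ± 0.031 (SE) at day 1 and 1.91 ± 0.031 at day 12, with adjusted p of 4.42e-26 and 3.07e-24 by edgeR. Rbm3 (chromosome X, 8138975 to 8145880) rose from 46.6 ± 3.97 CPM to 181 ± 7.31 and then to 314 ± 12.7.

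The study asked about the desaturase Scd1 (chromosome 19, 44394455 to 44407879). Its level was 2210 ± 258 CPM at day 0, 5190 ± 525 at day 1 and 6250 ± 373 at day 12 (SD, n = 5). Log2 fold changes were 1.23 at day 1 (adjusted p 6.06e-14) and 1.501 at day 12 (adjusted p 8.26e-16) by edgeR. Fasn was 331 ± 8.97 CPM at day 0, 273 ± 13.2 at day 1 and 369 ± 12.7 at day 12, so it was lower at day 1 and higher at day 12 (adjusted p 4.13e-08 and 0.000127 by edgeR), with both changes under the fold change limit. Dgat1 rose by a log2 fold change of 0.61 at day 1 and 0.71 at day 12. The day 1 call of Dgat1 was lost without day 1 replicate 5, at 0.58, within the larger library series, at 0.56, and with the reference genes, at 0.51. Acly rose by 0.56 at day 12, under the fold change limit, and passed it with total counts, at 0.75, and with the reference genes, at 0.61. Acaca fell by 0.23 at day 12.

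The adrenergic receptor gene Adrb3 (chromosome 8, 27225776 to 27250616) had the largest decrease at day 12 of all genes that met the rule for naming. It fell from 56.4 ± 2.91 CPM to 10.4 ± 0.752 at day 1 and to 0.819 ± 0.257 at day 12 (SD, n = 5). The log2 fold change at day 12 was -6.10 ± 0.096 (SE), with an adjusted p of 2.13e-24 by edgeR. In the annotation, 24.9% of its exon bases are shared with a gene on the opposite strand. Adrb1 was 0.291 ± 0.124 CPM at day 0 and 0.0993 ± 0.0421 at day 12, where it was called lower. It was not called at day 1 (-0.70, and -0.42 without day 0 replicate 5).

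Genes of the adipocyte did not change alike. Adipoq was 1090 ± 41.4 CPM at day 0, 1130 ± 33.5 at day 1 and 464 ± 9.71 at day 12, a log2 fold change of -1.24 at day 12 (adjusted p 3.06e-21 by edgeR). At day 1 Adipoq was not called (0.04, and 0.020 without day 0 replicate 3), and its sign changed with the reference genes (-0.06) and with the filter on a mean of at least 10 CPM (-0.005). Fabp4 rose from 828 ± 66.0 to 1400 ± 62.3 and 1620 ± 75.5 CPM. Pparg had a log2 fold change of -0.59 at day 12 and Slc2a4 one of -0.70. The call of Pparg was lost without day 12 replicate 1, at -0.58, and without day 12 replicate 4, also at -0.58, and under scaling to total counts, at -0.40, and to the reference genes, at -0.54. That of Slc2a4 was lost with total counts, at -0.51. Creb1 had a log2 fold change of -0.83 at day 1 and -0.32 at day 12. Cebpa, Plin1, Lpl and Bscl2 passed no fold change limit at either day, with log2 fold changes at day 12 of -0.07, 0.23, 0.11 and -0.21. The sign of Cebpa at day 12 changed with total counts, to 0.12, and its value was -0.027 without day 0 replicate 4. Pnpla2 rose by 0.73 and Lipe by 0.51 at day 12, and Lipe passed the limit with total counts, at 0.70. Parts of the exons of Lipe (15.6% of bases) and Bscl2 (10.8%) overlap other genes.

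**Figure D3:**
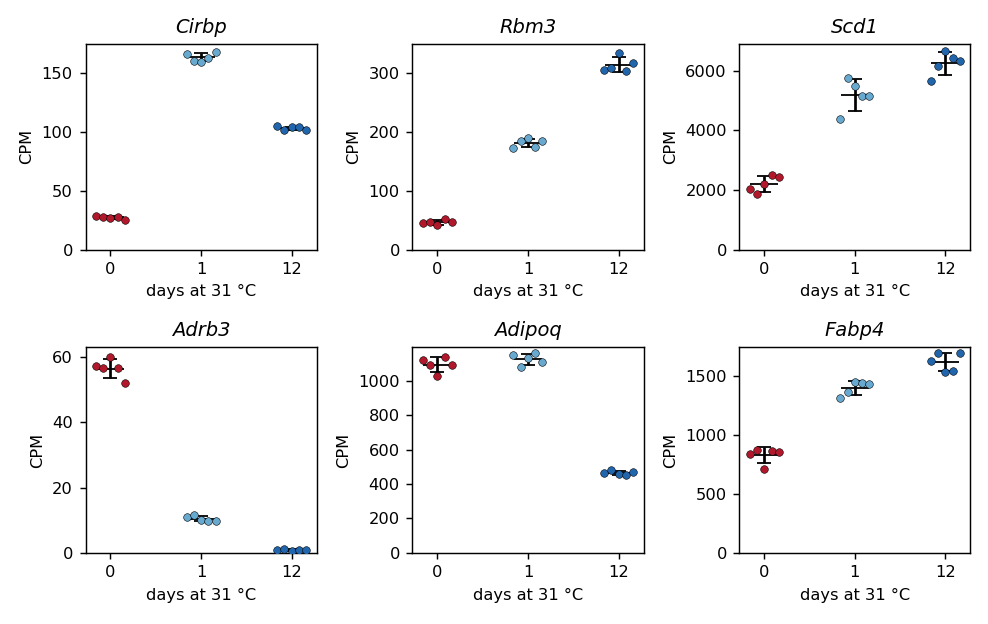
CPM of 6 genes by days at 31°C, one point per library, with the mean as a horizontal mark and the SD as the error bar (n = 5 per group). Adrb3 falls from a mean of 56.4 to 0.819 CPM, and Adipoq falls at day 12 while Fabp4 rises.

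The study asked whether brown and beige markers were induced. Ucp1 had at most 4 counts and Cox8b at most 8 counts in any library, and neither reached the filter, so no change was detectable at this depth. Ppargc1a was 3.31 ± 0.275 CPM at day 0, 2.39 ± 0.244 at day 1 and 1.17 ± 0.412 at day 12 (SD, n = 5), a log2 fold change of -1.50 at day 12 with an adjusted p of 8.94e-09 by edgeR. Tnfsf9 had a log2 fold change of -0.84 at day 1 and -1.30 at day 12. Fgf21 was 0.0719 ± 0.0467 CPM at day 0, with at most 21 counts in any library. Its log2 fold changes of 0.69 ± 0.704 (SE) at day 1 and 0.63 ± 0.706 at day 12 had adjusted p of 0.389 and 0.421 by edgeR, so no change was detectable at this depth. They ranged from 0.314 (without day 0 replicate 1) to 1.03 (without day 0 replicate 3) and from 0.037 (without day 12 replicate 2) to 0.976 (without day 0 replicate 3) over the fits that each left out 1 library. Mpzl2 rose by 0.45 at day 12, under the fold change limit, and by 0.64 with total counts, past it. Exon bases shared with a gene on the opposite strand made up 30.7% for Mpzl2 and 14.9% for Tnfsf9. Tfam rose by 0.46 at day 1 and was 0.07 at day 12, and Nrf1 was 0.12 at day 12.

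Among genes of futile cycling, Ckmt2 had no more than 2 counts in any library and was not tested. Ckmt1 had at most 57 counts in any day 0 library and at most 6 in any day 12 library, at 0.431 ± 0.112 CPM at day 0 and 0.0361 ± 0.0307 at day 12. It had a log2 fold change of -2.20 at day 1 and -3.57 at day 12. Slc6a8 was 0.40 at day 1 and -0.29 at day 12, Gamt was 0.55 at day 12, and Atp2a2 was 0.22 and 0.15. In fatty acid oxidation and glycolysis, Cpt1a rose by 0.71 and 0.91, Acaa2 by 0.62 and 0.81, and Hadhb was 0.14 and -0.12 at days 1 and 12. Under total counts Hadhb changed sign at day 12, to 0.07. Gamt passed the fold change limit at day 12 with total counts (0.75), with the reference genes (0.61), within the larger library series (0.589), without day 0 replicate 2 (0.59) and without day 12 replicate 5 (0.59). With the reference genes, the day 1 calls of Acaa2 (0.53) and Phgdh (0.56) were lost. Hk2 had log2 fold changes of -0.74 and -1.08, and Pfkp of -0.82 and -1.44. Phgdh rose by 0.66 and 1.84, and Psat1 by 0.52 and 1.84. Ndufb8 rose by 0.60 and 0.57, Sdhb by 0.43 and 0.40, Uqcrc2 by 0.32 and 0.14, Pex5 by 0.52 and 0.45, and Abcd3 by 0.41 and 0.25. The Ndufb8 call at day 1 was lost without day 0 replicate 3, at 0.57, and with the reference genes, at 0.51. With total counts, Ndufb8 (0.77), Sdhb (0.59) and Pex5 (0.64) passed the limit at day 12. Its day 12 change passed the limit without day 0 replicate 1 (0.59) or 4 (0.60). Of the exon bases of Uqcrc2, 19.7% overlap a gene on the opposite strand. Of the 46 genes fixed beforehand, 43 were tested. At day 12, 21 passed the call adjusted over all genes, and 21 passed when adjusted over the list alone. At day 1, the counts were 16 and 16. Some of the 46 were named by the study from these libraries, so the counts adjusted over the list alone are not independent evidence.

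The largest increases at day 1 were in Cirbp and 4 other genes. Ccl17 rose from 0.202 ± 0.0658 to 2.66 ± 0.326 CPM (SD, n = 5), a log2 fold change of 3.70. Lrrc29 rose by 2.76, 1700018L02Rik by 2.63 and 4930528A17Rik by 2.58. No coordinates were assigned to 4930528A17Rik. The exons of 1700018L02Rik overlap Ak3 on the opposite strand over 11.4% of their bases. The largest decreases at day 1 were in Hist1h1e (-3.76), Wdr78 (-3.64), Gpr35 (-3.41), Slc25a34 (-3.38) and Dleu2 (-3.25). Hist1h1e (chromosome 13, 23620629 to 23622558) shares 25.7% of its exon bases with neighbouring genes on its strand, so its level is uncertain. At day 12, the largest increases were in Msln (5.51), AW551984 (4.40), Sprr1a (3.80), Aif1l (3.60) and F2rl1 (3.46). At day 1, Msln was not called (0.42, and 0.23 without day 0 replicate 3) but was without day 0 replicate 1 (0.68). Aif1l was not called either (0.56), but was without day 0 replicate 1 (0.64), day 1 replicate 4 (0.59) or day 1 replicate 5 (0.64), within the larger library series (0.73) and with the library series as a covariate (0.587). The sign of F2rl1 at day 1 (-0.17, not called) changed without day 0 replicate 1, to 0.04. Msln (chromosome 17, 25748613 to 25754378) rose from 0.628 ± 0.253 to 29.3 ± 5.88 CPM, with an adjusted p of 7.54e-19 by edgeR. The largest decreases at day 12, after Adrb3, were in Slc7a10 (-5.27, with 17.9% of its exon bases shared with a gene on the opposite strand), H2-Q6 (-5.05), Pnpla3 (-4.85) and Gpr35 (-4.83). H2-Q6 belongs to a family of similar genes, so its level is uncertain. The genes with the largest opposite changes were Serpina3h (-1.44 at day 1 and 1.498 at day 12), Ctla2b (-1.11 and 1.42) and Ucp2 (1.01 and -0.99). Serpina3h is annotated as a transcribed pseudogene, and 68.7% of the exon bases of Ctla2b are shared with other genes on its strand.

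The study asked which groups of genes respond together. It had reported changes in cell cycle, MYC target, interferon, hypoxia and glycolysis genes in these same libraries. Those lists were chosen partly from its text, so calls of them are not independent evidence. Of 40 list tests, 17 were called by camera, and all 17 were also called by fry in the same direction. Fry called 36 of the 40, so its agreement adds little. Camera with an estimated correlation called 1 of the 17, MYC targets at day 12. At day 12, the cell cycle list had a median log2 fold change of 1.56 (adjusted p 1.11e-12 by camera), with 41 of 42 genes above 0 and 35 called higher. At day 1 its median was 0.29, with 32 of 42 genes above 0. MYC targets had a median of 0.28 at day 1 and 0.55 at day 12, with 27 of 27 genes above 0 at day 12. OXPHOS subunits were higher at both days, with medians of 0.27 and 0.18 and with 74 and 65 of 80 genes above 0, but only 3 and 7 genes were called higher. Mitochondrial fatty acid oxidation was higher at day 1 (0.18) and was not called at day 12 (0.17, adjusted p 0.0542 by camera). It was called at day 12 without day 0 replicate 2 (0.175), day 1 replicate 5 (0.166), day 12 replicate 3 (0.168) or day 12 replicate 4 (0.180), and with total counts (0.36). Cholesterol synthesis was 0.03 at day 1 (0.004 without day 0 replicate 2) and 0.63 at day 12, where 22 of 25 genes were above 0.

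Hypoxia response genes were lower at both days, with medians of -0.48 and -1.13, and 24 of 25 genes were below 0 at day 12. Interferon response genes were lower, with medians of -0.62 and -1.04, and 39 of 40 genes were below 0 at both days. Glycolysis was lower, at -0.45 and -0.80, with 18 of 20 genes below 0 at day 12. Extracellular matrix was lower at both days, at -0.19 and -0.47, and heat shock proteins were called lower by camera at day 1 only, at -0.21. The difference between day 12 and day 1, tested by camera, was itself called for 10 lists: cell cycle, hypoxia, interferon, glycolysis, MYC targets, cholesterol synthesis, glutathione, serine and one-carbon metabolism, pentose phosphate pathway and peroxisome. All 10 were also called by fry in the same direction. Fry called every list in this comparison except brown and beige markers (adjusted p 0.841 by fry), so its agreement adds little. With an estimated correlation 0 of the 10 were called by camera, where the lowest adjusted p was 0.0697, and 4 had an unadjusted p under 0.05. The difference was not called for heat shock proteins (adjusted p 0.0653 by camera). Camera made no call at either day for adipocyte genes named by the study (0.06 and 0.02). Most of that list was Klf genes, a family the study named without members, and it left out Adipoq, Fabp4 and Pparg. Camera also made no call at either day for brown and beige markers (-0.28 and -0.39). It made none for creatine and calcium cycling (-0.18 and -0.04), mitochondrial biogenesis regulators (-0.25 and -0.08) and peroxisome (0.06 and -0.13). Lipogenesis (-0.13 and -0.23), adrenergic receptors and lipolysis (-0.04 and -0.20) and pentose phosphate pathway (0.34 and 0.18) were not called by camera either. The same held for serine and one-carbon metabolism (-0.08 and 0.12) and glutathione metabolism (0.27 and -0.02). Fry called each of these lists at day 1, at day 12 or at both. Of the 16 brown and beige markers 10 were tested, and their median moved when a library was left out. Over the fits that each left out 1 library it ranged from -0.324 to -0.064 at day 1, the latter without day 0 replicate 4, and from -1.074 to -0.391 at day 12, the former without day 0 replicate 1. At day 1 its sign changed with no filter on low counts, to 0.28, and with a mean of at least 10 CPM, to 0.10, and that of creatine and calcium cycling changed with the latter, to 0.17. Medians near 0 moved too. At day 1, adipocyte genes stood at 0.098 without day 0 replicate 2, peroxisome at 0.034 without day 0 replicate 1, and adrenergic receptors and lipolysis at -0.021 without day 0 replicate 4 and -0.057 without day 1 replicate 5. At day 12, adipocyte genes stood at -0.001 without day 0 replicate 1 and 0.062 without day 12 replicate 4, and glutathione metabolism at -0.037 without day 0 replicate 3 and -0.005 without day 12 replicate 3. None of these lists was called by camera in those fits.

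**Figure D4:**
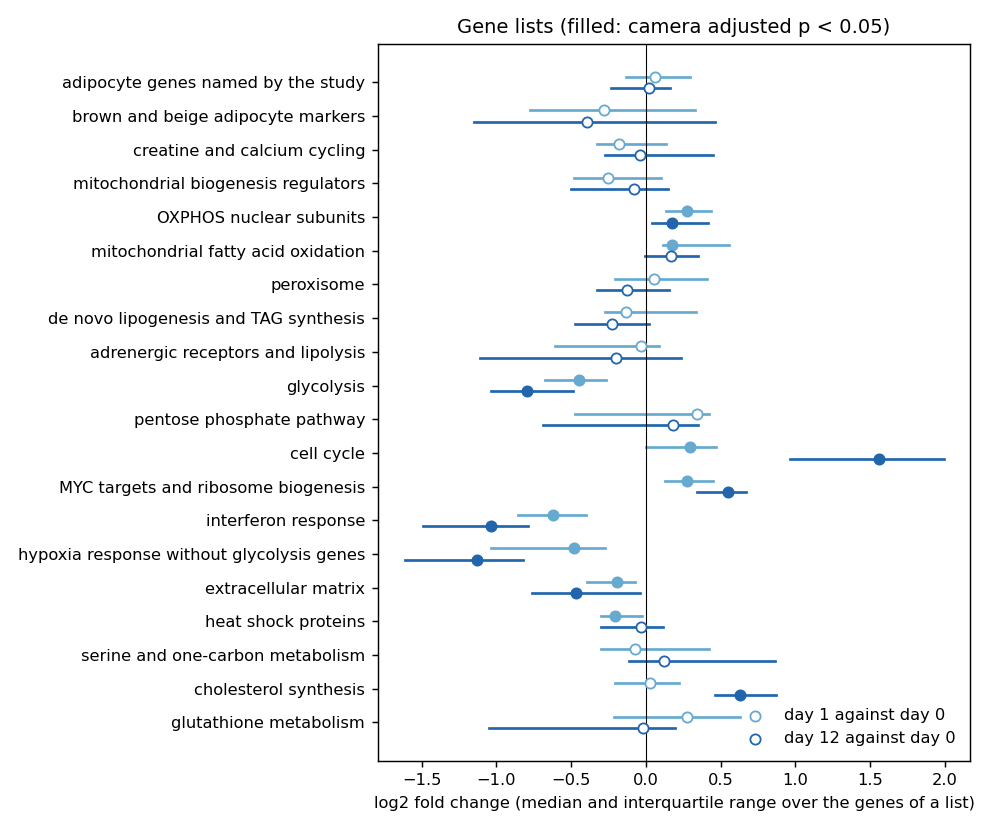
Median log2 fold change against day 0 (point) and interquartile range (line) over the genes of 20 lists, at day 1 and day 12, with filled points where camera gave an adjusted p under 0.05. The cell cycle list stands highest at day 12, at a median of 1.56, and the hypoxia list lowest, at -1.13.

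The calls were compared with those of the authors. The authors' deposited table for day 1 held 1119 higher and 1982 lower genes at the same thresholds, of which 1055 and 1844 were also called here. The authors' deposited table for day 12 held 1869 higher and 2506 lower genes, of which 1760 and 2291 were also called here. Of the genes called in both, 0 had opposite directions. The authors' deposited tables held 202 genes at day 1 and 324 at day 12 that were not called here, and 121 genes called here at each day were not called there.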

Values the study reported

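The study reported that 12 days at the cool temperature raised 1,872 genes and lowered 2,511 genes.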

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

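None of the tests in this part was chosen after its result was seen. Some of the genes tested were chosen by their changes in these data.

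In 11 of 192 sets of 5 values (the named genes and the total counts by group), 1 library stood apart from the other 4 by Dixon's ratio, with a critical value of 0.71. Chance gives 9.6, with a range of 4 to 16. These were, in CPM, day 12 replicate 5 for Acly (208, others from 203 to 204), day 12 replicate 1 for Mpzl2 (1.57, others from 1.94 to 2.09), day 1 replicate 5 for Tfam (36.6, others from 33 to 33.9), day 12 replicate 2 for Lipe (266, others from 239 to 244), day 0 replicate 3 for Fabp4 (713, others from 835 to 873), day 1 replicate 5 for Ccl17 (3.23, others from 2.43 to 2.62), day 12 replicate 4 for 1700018L02Rik (0.356, others from 0.772 to 0.930), day 0 replicate 3 and day 1 replicate 2 for Slc25a34 (4.77 against 2.01 to 2.64, and 0.444 against 0.196 to 0.245), day 0 replicate 2 for Sprr1a (0.42, others from 0.637 to 0.698), and day 1 replicate 5 for Slc7a10 (1.24, others from 1.79 to 1.96). The number, 11, lies inside the range of chance. Day 1 replicate 5 held 3 of them, and as many fell in one library with a permutation p of 0.443. The flags therefore did not single out 1 library, but 11 flags are too few to exclude a deviating one. No biological explanation was tested for these values.

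The effect of 31°C differed between day 1 and day 12 for 30 of the named genes, by edgeR's test of day 12 against day 1. Many of them were named for their large changes in these data, so 30 is no rate for genes at large. Serpina3h, Ctla2b and Ucp2 were named for opposite changes at the time points, which fixed their difference in advance. The difference in log2 fold change was positive for Rbm3 (0.80), Gamt (0.78), Phgdh (1.18), Psat1 (1.33), Hist1h1e (2.11), Wdr78 (1.59), Msln (5.09), AW551984 (2.34), Sprr1a (3.52), Aif1l (3.04), F2rl1 (3.64), Serpina3h (2.93) and Ctla2b (2.53). It was negative for Cirbp (-0.67), Adrb3 (-3.66), Ppargc1a (-1.02), Adipoq (-1.28), Slc2a4 (-0.87), Slc6a8 (-0.68), Ckmt1 (-1.37), Pfkp (-0.62), Ccl17 (-2.02), Lrrc29 (-1.97), 1700018L02Rik (-1.31), 4930528A17Rik (-0.64), Gpr35 (-1.42), Slc7a10 (-4.33), H2-Q6 (-5.27), Pnpla3 (-2.35) and Ucp2 (-1.997). The call of Ckmt1 was lost in 7 of the fits that left out a library, among them that without day 12 replicate 2, at -1.07. With total counts and with the reference genes, the calls of Cirbp (-0.49 and -0.51), Slc6a8 (-0.51 and -0.53), Pfkp (-0.44 and -0.46), 4930528A17Rik (-0.47 and -0.48) and Ckmt1 (-1.20 and -1.22) were lost. The direction stayed, and all but Ckmt1 kept an adjusted p under 0.05 and fell only under the fold change limit, so for those genes the call, not the difference, depends on the scaling. Within the larger library series the calls of Ckmt1 (-0.87) and 4930528A17Rik (-0.53) were lost too. The lists that differed by camera at its preset correlation, of which 0 were called with an estimated one (4 at an unadjusted p under 0.05), were cell cycle (1.44), cholesterol synthesis (0.58), MYC targets (0.23), serine and one-carbon metabolism (0.16), hypoxia response (-0.67), glutathione metabolism (-0.42), interferon response (-0.29), glycolysis (-0.26), pentose phosphate pathway (-0.21) and peroxisome (-0.16). Of 100 splits of the 10 libraries of these groups, 1, the real one, gave as many called genes, and the other splits gave at most 0. Those other splits mixed the groups, so they do not exclude a technical difference that ran along the groups. The stage of differentiation at the move to 31°C cannot be told apart from the time at 31°C, since the groups were moved on day 15 and day 4. All 2729 genes that differ between day 12 and day 1 are open to both. An effect of temperature stays open as a biological explanation and was not tested apart from that stage.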

How the results depend on the processing

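The counts of called genes stayed within 1.5 times of the main count under median-of-ratios scaling, scaling to the reference genes, DESeq2, limma-voom, no filter on low counts, the library series as a covariate, the larger library series alone, the replicate block, the 2 groups alone and a stricter adjusted p of 0.01. Across the 15 fits that each left out one library, genes higher ranged from 1077 to 1119 at day 1, from 1832 to 1875 at day 12 and from 1473 to 1530 for day 12 against day 1, and genes lower from 1903 to 1944, from 2304 to 2365 and from 1207 to 1239. The correlation of the time points ranged from 0.632 to 0.649 in those fits.

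With a mean of at least 10 CPM, 8930 genes were tested, so fewer could be called. The counts were 419 higher and 745 lower at day 1, 637 and 1051 at day 12, and 413 and 485 for day 12 against day 1, 898 in all. The time patterns were 674 genes in the same direction, 7 in opposite directions, 483 at day 1 only and 1007 at day 12 only. With the adjusted p alone, which drops the fold change limit, the counts were 5049 and 5177, 5608 and 5342, and 4908 and 4690, 9598 in all, with 7300 in the same direction, 1149 in opposite directions and 1777 at day 1 only. With glmTreat, which tests against a fold change of 1.5, the counts were 628 and 1206 at day 1, and 906 and 759 for day 12 against day 1, 1665 in all, with 1094 in the same direction and 12 in opposite directions. With total counts only, 2982 genes were higher at day 12, because the median of all genes stood at 0.21. The share of lower genes for day 12 against day 1 was 27.3% with total counts and 29% with the reference genes, against 44.7% with TMM, and the medians of all genes were 0.18 and 0.16. The correlation of the time points was 0.558 with no filter, 0.674 with a mean of at least 10 CPM and 0.576 with DESeq2; the cause was not tested.

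The replicate numbers do not pair the libraries. Over the 15 pairs that share a number, the correlation of the deviations from the group means ranged from -0.0255 to 0.0436. With the replicate block, the counts were 1099 higher and 1912 lower at day 1, and 1851 and 2326 at day 12. The block changed 1 call among the named genes, that of Ckmt1 for day 12 against day 1, at -1.36, and no call of a list.

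Among the gene lists, camera with an estimated correlation lost 16 calls: at day 1 OXPHOS (0.27), fatty acid oxidation (0.18), glycolysis (-0.45), cell cycle (0.29), MYC targets (0.28), interferon (-0.62), hypoxia (-0.48), extracellular matrix (-0.19) and heat shock (-0.21), and at day 12 OXPHOS (0.18), glycolysis (-0.80), cell cycle (1.56), interferon (-1.04), hypoxia (-1.13), extracellular matrix (-0.47) and cholesterol synthesis (0.63). Fry called 19 more, at day 1 adipocyte genes (0.060), brown and beige (-0.28), creatine (-0.18), biogenesis regulators (-0.25), peroxisome (0.056), pentose phosphate (0.34), cholesterol (0.029) and glutathione (0.27), and at day 12 adipocyte genes (0.022), brown and beige (-0.39), biogenesis regulators (-0.081), fatty acid oxidation (0.17), peroxisome (-0.13), lipogenesis (-0.23), adrenergic (-0.20), pentose phosphate (0.18), heat shock (-0.036), serine (0.12) and glutathione (-0.018). The medians did not move, because the set test alone changed. For creatine at day 1 and for adipocyte genes and pentose phosphate at day 12, fry gave the direction opposite to the sign of the median. Cell cycle at day 1 lost its call with a mean of at least 10 CPM (0.26).

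Fatty acid oxidation at day 12 was called with total counts (0.36), the reference genes (0.22) and no filter (0.17), and in 4 fits without a library, over a range from 0.16 to 0.18. Glutathione at day 1 was called with the reference genes (0.17).

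Some medians changed sign, all of them in comparisons where camera had not called the list. Most lay near 0, but brown and beige (-0.28) and creatine (-0.18) at day 1 did not. With the reference genes, these were adipocyte genes (-0.038), peroxisome (-0.042) and cholesterol synthesis (-0.07) at day 1, and creatine (0.016), heat shock (0.020) and glutathione (0.039) at day 12. With total counts, they were creatine (0.15), biogenesis regulators (0.11), peroxisome (0.065), heat shock (0.16) and glutathione (0.17) at day 12. With a mean of at least 10 CPM, they were brown and beige (0.10), creatine (0.17) and cholesterol (-0.017) at day 1, and adipocyte genes (-0.056) and biogenesis regulators (0.10) at day 12. With no filter, brown and beige at day 1 was 0.28. Adipocyte genes at day 12 ranged from -0.001 to 0.062 over the fits that left out a library, the lowest being without day 0 replicate 1. Of 40 list results, 4 kept their call and direction under every alternative run. The cause of these changes was not tested.

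Of 157 results for named genes, 101 kept their call and direction under every alternative run. The adjusted p alone, which drops the fold change limit, brought 40 past the threshold. Within the larger library series 4 calls were lost, among them Dgat1 at day 1 (0.56) and, for day 12 against day 1, Ckmt1 (-0.87) and 4930528A17Rik (-0.53), and 2 were gained, Gamt at day 12 (0.59) and Aif1l at day 1 (0.73). With that series as a covariate Aif1l was gained too, at 0.587. Calls lost were 10 with the reference genes, 9 with glmTreat, 7 with total counts, 3 with a mean of at least 10 CPM, and 1 each with no filter and with an adjusted p of 0.01, and calls gained were 7 with total counts and 3 with the reference genes. Reversed values were Hadhb at day 12 with total counts (0.069), Cebpa at day 12 with total counts (0.12), Adipoq at day 1 with the reference genes (-0.057) and with a mean of at least 10 CPM (-0.005), and F2rl1 at day 1 without day 0 replicate 1 (0.040), in a range from -0.356 to 0.040 over the fits that left out a library. The cause was not tested.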

Other observations

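The tests of cell composition (adipocyte share, and macrophages or leukocytes), mesothelial markers, histone genes and the scaling of 4 lists, and the centred length and GC trend, were chosen after the results they explain had been seen.

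The number of called genes was tested against technical explanations. Of 100 splits of the libraries, 1, the real one, gave as many called genes, at day 1 and at day 12 alike, and the largest of the others gave 0 and 1 genes. All the other splits mixed the groups, so the difference between the groups counted as spread within each part. A technical difference that ran along the groups would give the same result, so the splits do not exclude one. Removing the trend of log2 fold change on transcript length and GC content kept 88.6% of the calls at day 1 and 94.2% at day 12. A version of that trend centred on its median, added because the first shifted the balance of higher and lower genes at day 1 from 1073 and 1900 to 1349 and 1606, kept 91.3% and 94.7%. Thinning all libraries to 64.6 M counts (M, mega) kept 93.4% and 95.4%. The larger library series alone gave 89.5% and 95.4% of the calls. The tables argue against length and GC content, depth and the library series as the whole cause. The day 0 libraries shared by both comparisons gave a correlation of at most 0.511 in simulations, against the observed 0.646. No gene was changed in those simulations, so their correlation came from noise alone. It cannot show how far shared day 0 libraries raise the observed correlation. The simulations had 0 genes called at either day, which fixed the number called at both days at 0. They cannot show how far shared day 0 libraries raise the overlap of called genes.

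The 4 lists of cell cycle, interferon, hypoxia and glycolysis at day 12 could be moved by scaling. Distances from the median of all genes do not move with scaling by construction, so the medians themselves were used. All 4 kept their sign over 4 scalings, and the closest to 0 was glycolysis with total counts, at -0.604, while the median of all genes stood between 0.003 and 0.205. The tables argue against these scalings as the whole cause. Higher cell cycle genes may come from a lower share of adipocytes. This would raise stromal progenitor markers together, but 3 of 15 were called lower and 2 higher at day 12, from -1.42 for Ly6a to 1.80 for S100a4. The median of the 15 was 0.17, which is the direction that a lower share would give. Lower Pparg, Adipoq and Slc2a4 may likewise come from fewer adipocytes, but of 21 mature adipocyte markers, with a median of -0.16, 8 were called lower and 5 higher, among the higher ones Fabp4 (0.97), Cd36 (0.63), Acsl1 (0.98) and Pnpla2 (0.73), while Cidec (-1.59), Car3 (-1.51) and Cfd (-1.07) were among the lower ones. The tables argue against a lower share alone, and do not exclude it as a part of the change. A change of state within one cell type stays open.

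Lower interferon genes may come from fewer macrophages or leukocytes. Only 6 of 14 markers were tested, which is too few, and the explanation cannot be told apart. Their median was 0.22 at day 12, with 2 called higher and 0 called lower. Cd68 went the other way, at -0.55, under the fold change limit. The other marker sets had medians at days 1 and 12 of 0.31 and -0.20 for the circadian clock (17 genes), -0.32 and -0.46 for skeletal muscle (9 genes), and 0.13 and 0.29 for chondrocyte and keratinocyte markers (7 genes), with members going both ways, and they decide nothing.

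H2-Q6 fell at day 12. If reads had moved to similar genes, the others of the family would have gained. The summed scaled counts of the other 6 H2-Q genes changed by -10500, against -601 for H2-Q6, and none of the 6 gained. A move of reads into H2-Q4 could still be hidden by its own larger fall, so the sum cannot exclude one. H2-Q4 and H2-Q8 fell too, from 11300 to 1650 and from 726 to 42.6 scaled counts, and a fall of reads shared with them would lower H2-Q6 as well, so a fall of H2-Q6 itself and one of shared reads cannot be told apart. Msln rose at day 12, and a larger share of mesothelial-like cells may be thought of. Of 10 tested markers of 16 in a list written before the test, 10% (1, Bnc1, from 0.058 to 0.775 CPM) were called higher and 4 were called lower. The most abundant, Slpi and C2, went from 157 to 98.2 and from 71.7 to 33 CPM, but at such levels a small share would be hidden. Igfbp6 rose from 25.3 to 37.8 CPM, under the fold change limit, while Krt18 and Krt19 stood at 0.234 and 1.02 CPM at day 0 and 0.245 and 1.07 at day 12. The levels of these markers in mesothelial cells were not used here, so such cells and a rise of Msln in the cells already present cannot be told apart. Hist1h1e fell at day 1. The other 14 histone genes had a median of -0.457, and all but Hist4h4 (0.337) were below 0. These signs go with a fall of the class. Only 5 were called lower and 0 higher, which is short of most of them. A fall of the class thus cannot be told apart from a change in single genes.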
